A study of Homo sapiens with 3 samples. Its data were reported in "Stromal lipid species dictate melanoma metastasis and tropism" (2025).

How the data were processed

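RNA sequencing was analysed for 3 libraries of A375, an established human melanoma cell line. Cells had been kept in serum-free DMEM (control) or in medium conditioned by young (YA) or old (OA) adipocytes, called secretome, with 1 library per group. The exposure is given as 24 h in the description of the series and in the study's sequencing methods, while the treatment protocol common to the samples gives a range with a longer upper end. Per the labels, poly(A) RNA libraries were made with an Agilent SureSelect kit from Qiagen-extracted RNA, sequenced on an Illumina NovaSeq and converted to reads with bcl2fastq. The authors deposited raw counts per gene, as whole numbers, with a versioned Ensembl gene identifier, a symbol and a biotype for each of 58037 genes. The aligner, the counting tool, the use of strand, the genome build and the annotation release were not stated. Counts of genes that overlap another gene, lie antisense to one or have near-identical copies are therefore uncertain. The study's methods name DESeq2 for these libraries and a cutoff written as 1.2 for the genes taken into pathway analysis. That cutoff was read here as a linear fold change, and the reading as a log2 value was tried as an alternative.

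The total count was 21448195 in control, 21306558 in YA and 18089008 in OA. Counts were divided by median-of-ratios size factors from DESeq2 1.42.0 in R 4.3.3, which were 1.06 for control, 1.06 for YA and 0.891 for OA. Fold changes were computed as log2((a + 1)/(b + 1)) of normalised counts, with a pseudocount of 1, over the 14413 genes with a mean normalised count of at least 20 across the 3 libraries. These genes held 99.7% of all counts. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

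With 1 library per group there was no replicate check on any difference, no p-value was computed across genes, and edgeR's quasi-likelihood test was not possible. Each fold change of normalised counts was given a 95% Clopper-Pearson interval from the reads of the 2 libraries, and shares of counts a 95% Wilson interval. These intervals and the floor of 3 counts cover counting error only, because amplified reads without molecular identifiers are not independent molecules, and they compare libraries rather than conditions. Where one library was at or under 3 counts, the fold change was computed against that floor and is given as a lower bound. The number of genes past 1.2-fold was set beside simulated unchanged libraries, 20 of each kind, drawn with counting error alone or with an assumed biological coefficient of variation of 0.1, a value that was not measured in these data. The same simulations gave the correlation that YA and OA have through their shared control.

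Before the data were examined, 28 gene lists were written from the pathways the study addressed and from control sets. The median log2 fold change of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. A list outside the central 95% of random lists, from the 2.5 percentile up, was called apart. Genes of one list are regulated together, so a percentile describes these libraries and is not a test of the conditions. The counting error of a median was the SD over 100 Poisson resamplings of the counts. The genes named in the text followed a rule also set before the data were examined. It took in BCL2, SPHK1, IL6, STAT3, CD36, CPT1A and FABP4 whatever their values. For each comparison it then took the 5 genes with the highest lower bound and the 5 with the lowest upper bound of the counting interval, and up to 3 members with the largest change in any list called apart. A member of the invasive melanoma list that the rule selects is not reported here. PER1, FKBP5, DCN, the stromal and adipocyte transcripts and the protocadherins in the closing section were chosen after values had been seen. So were members named to show what the IL-6 and STAT3 list holds, or which genes moved in the PI3K core and antiapoptotic lists. Statements about named genes under the alternatives cover only genes that the rule selected.

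The alternatives set beforehand were edgeR 4.0.16 TMM scaling, total-count scaling, no expression filter, a minimum mean of 100, a pseudocount of 5, other thresholds, the mean of a list in place of its median, unmatched random lists and Spearman correlation. After the data had been seen, a correction for transcript length and GC content was added, which subtracts the median of each cell in a 10 by 10 grid of both properties, as was the share of a list's members at least 1.2-fold higher. The closing section gives their effect. Gene positions and transcript properties came from GENCODE release 29 on GRCh38, matched by gene identifier without its version, which found 57433 of 58037 identifiers. The counts themselves may rest on another release.

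The procedure was tested on simulated counts for the same 14413 genes, of which 200 were changed 2-fold. It recovered 99% of the changed genes at 1.2-fold, while 9.78% of the unchanged genes also passed 1.2-fold through counting error. The intervals held the true fold change for 95.6% of genes, and 4% of 200 unchanged lists fell outside the central 95%. The length and GC correction was checked apart from these counts, on random values with a linear trend of made-up properties and added noise. It lowered their SD, noise included, from 0.367 to 0.124. Real lengths and GC contents were not used in that check. Scaling alternatives left every list call as it was and are named where they change a sign.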

Results

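The transcriptome of A375 melanoma cells was measured by poly(A) RNA sequencing after 24 h in serum-free medium (control), young adipocyte secretome (YA-A375) or old adipocyte secretome (OA-A375). Each group had 1 library, so no difference given here has a replicate check. Totals ranged from 18089008 counts in OA to 21448195 in control. A count was present for 27468 genes in control, 26954 in YA and 25234 in OA.

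Protein-coding genes took 98.3% of counts in control, 98.2% in YA and 98.4% in OA. The 10 most abundant genes took 4.36% in control (95% Wilson interval 4.35 to 4.36), 4.33% in YA (4.32 to 4.34) and 3.80% in OA (3.80 to 3.81). Mitochondrially encoded genes took 1.51% in control (1.51 to 1.52), 2.47% in YA (2.46 to 2.48) and 1.59% in OA (1.59 to 1.60). Cytosolic ribosomal-protein genes took 6.53% in control (6.52 to 6.54), 5.99% in YA (5.983 to 6.003) and 5.36% in OA (5.35 to 5.37).

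The first comparison asked which genes changed in YA-A375 against control. Of 14413 genes tested, 2501 were at least 1.2-fold higher and 2370 at least 1.2-fold lower. Unchanged libraries simulated with counting error alone gave 723 higher and 706 lower, and those simulated with an assumed biological coefficient of variation of 0.1 gave 2076 and 2096. The counting interval lay wholly beyond 1.2-fold for 869 genes that were higher and 640 that were lower. These numbers moved most with the threshold and the filter: 174 genes were higher at a log2 fold change of at least 1.2, and 9661 were at least 1.2-fold higher when every gene with a count was kept. At 2-fold, 310 genes were higher and 140 lower.

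The strongest increases by the lower bound of the interval were SCNN1A, TSC22D3, NEBL, AC005355.2 and CH507-42P11.8. SCNN1A (ENSG00000111319.12; GRCh38 chromosome 12, 6346843 to 6377730) had 95 counts in control, 1200 in YA and 75 in OA, a 12.7-fold increase in YA (interval 10.3 to 15.8). TSC22D3 (ENSG00000157514.16; chromosome X, 107713221 to 107777342) had 71, 779 and 49 counts, an 11-fold increase in YA (8.62 to 14.2). NEBL rose 8.72-fold (6.99 to 11). The lincRNA AC005355.2 rose from 5 to 78 counts (15.7-fold, 6.43 to 49.5). CH507-42P11.8, on chromosome 21, rose from 9 to 108 counts (12.04-fold, 6.11 to 27.03), and near-identical copies of such loci make their counts uncertain. The strongest decreases were those of A2M, ITIH5, KIF26B, IGFBP5 and FGF5. A2M (chromosome 12, 9067664 to 9116229) had 1174 counts in control and 246 in YA. FGF5 had 20 counts in control and 1 in YA, which makes it at least 6.65-fold lower. IGFBP5 had 745 counts in control, 193 in YA and 1904 in OA.

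In OA-A375 against control, 3048 genes were at least 1.2-fold higher and 3092 lower. The simulation with counting error alone gave 758 and 775, and that with a coefficient of variation of 0.1 gave 2100 and 2149. The counting interval lay wholly beyond 1.2-fold for 1303 higher and 1308 lower genes, and 412 and 535 genes passed 2-fold. LCN2 (ENSG00000148346.11; chromosome 9, 128149071 to 128153455) had 9 counts in control, 29 in YA and 721 in OA, a 95.4-fold increase in OA (interval 49.99 to 209.6). CXCL8 (ENSG00000169429.10; chromosome 4, 73740506 to 73743716) had 401, 495 and 7523 counts, a 22.4-fold increase in OA (20.2 to 24.8). MMP9 had 1 count in control and 92 in OA, at least 36.5-fold higher, and IL32 had 1 and 65, at least 25.8-fold higher. SULT1B1 rose 28.4-fold (13.5 to 71.8). The strongest decreases included genes that were nearly undetected in OA. MEGF10 (ENSG00000145794.16; chromosome 5, 127290831 to 127465737) had 191 counts in control, 201 in YA and 2 in OA, at least 53.5-fold lower in OA than in control. RXRG (chromosome 1, 165400917 to 165445355) had 708, 487 and 16 counts, and ITIH5 had 520, 115 and 7. ST8SIA5 and SLC6A20 had 99 and 95 counts in control and 0 in OA, at least 27.7-fold and 26.6-fold lower. Among all named genes a pseudocount of 5 moved ST8SIA5 most, from -6.56 to -4.30 on the log2 scale.

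Between the secretomes, 3315 genes were at least 1.2-fold higher in YA than in OA and 3104 were lower. The simulations gave 778 and 763 genes with counting error alone and 2140 and 2128 with a coefficient of variation of 0.1. The genes furthest higher in YA were MEGF10, RXRG, SLC24A2, MPPED2 and BARX1. BARX1 had 259 counts in YA and 9 in OA, and SLC24A2 had 246 and 8. MPPED2 had 57 counts in YA and 0 in OA, at least 16-fold higher. The genes furthest lower in YA were ITM2A, LCN2, CXCL8, FGF5 and MMP9. ITM2A had 0 counts in YA and 81 in OA, at least 32.1-fold lower in YA.

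Changes in YA and OA shared a control library. Across the 14413 genes, which are not independent replicates, their log2 fold changes correlated with Pearson's r of 0.32 and Spearman's rho of 0.32. Unchanged groups simulated against the same control gave r of 0.48 with counting error alone and 0.49 with a coefficient of variation of 0.1. The observed r was below both, but differences specific to one secretome also lower r. It therefore cannot tell whether the secretomes share a response. The covariance was 0.07, above the 0.01 and 0.04 in those simulations. Larger variation of the control library than assumed would also raise the covariance, and that variation was not measured. Both secretomes raised 1115 genes by at least 1.2-fold and lowered 1062, where simulation with a coefficient of variation of 0.1 gave 864 and 792. Opposite directions were found for 372 genes that were higher in YA and lower in OA and 385 with the reverse, against 76 and 76 in that simulation.

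**Figure D1:**
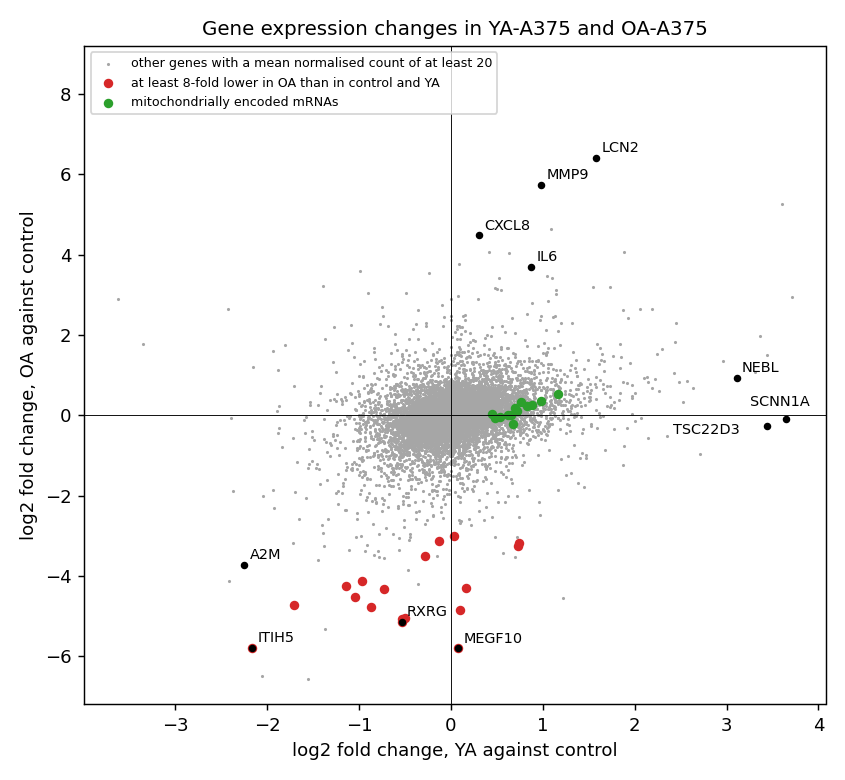
Log2 fold changes of 14413 genes in YA against control (x axis) and OA against control (y axis), 1 library per group. Red points are 18 genes at least 8-fold lower in OA than in both other libraries, green points are the 13 mitochondrially encoded mRNAs, all higher in YA than in control, and genes near 0 counts in a library lie where the pseudocount of 1 puts them.

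The study addressed PI3K signaling and antiapoptotic genes in YA-exposed cells. The list of 72 PI3K-AKT core genes had a median log2 fold change of -0.04 in YA against control, at the 37.74 percentile of matched random lists, and 7 of its genes were at least 1.2-fold higher while 13 were lower. In OA its median was 0.01 (41.68 percentile), with the sign reversed under TMM scaling, and its mean lay at the 1.80 percentile. That mean is drawn down by IRS4, at -5.34 on the log2 scale, while the next lowest member, SGK1, was at -0.99. The mean without IRS4 was not computed. Of the alternatives for list values, the share of genes at least 1.2-fold higher moved one furthest, taking cytosolic ribosomal proteins in YA against OA from the 100 to the 5.02 percentile. The 116 ligands, receptors and matrix genes of that pathway had a median of -0.03 in YA (40.77 percentile), with 24 higher and 39 lower, and their mean lay at the 0.03 percentile. In OA their median was 0.01 (47.30 percentile), with the sign reversed under TMM scaling, 45 higher and 32 lower, and the share higher lay at the 100 percentile. Between YA and OA this list was lower in YA, with a median of -0.14 (0.04 percentile), but the share of genes higher in YA lay at the 91.16 percentile. Its members with the largest changes went both ways, with FGF5 at 1 count in YA and 60 in OA, ITGA9 at 460 and 34, and ITGA10 at 3204 and 312. The 19 antiapoptotic genes had medians of -0.01 in YA (64.07 percentile) and 0.04 in OA (63.19 percentile). In YA 4 were at least 1.2-fold higher and 3 lower, and in OA 5 and 1. The mean in OA lay at the 99.99 percentile, drawn up by BCL2A1 and BIRC3, at 3.58 and 3.01 on the log2 scale. The mean without these genes was not computed. MCL1 and BCL2L1 passed 1.2-fold in YA, at 0.63 and 0.54, but not in OA, at 0.15 and -0.09. BIRC3 and TNFAIP3 were higher in both, while BCL2A1, BAG1 and FAIM were lower in YA. BCL2 (ENSG00000171791.12; chromosome 18, 63123346 to 63320128) had 308 counts in control, 288 in YA and 260 in OA. Its fold change was 0.938 in YA (interval 0.796 to 1.11) and 1.01 in OA (0.849 to 1.19), so no change was detectable at this depth. These values concern mRNA, while the study's evidence on AKT and BCL-2 includes western blots of phosphorylation and protein.

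Oxidative phosphorylation genes moved apart in YA by the genome that encodes them. The 13 mitochondrially encoded mRNAs had a median of 0.70 in YA against control (100 percentile), and all 13 were at least 1.2-fold higher. In OA the median was 0.09 (75.08 percentile), or the 39.68 percentile after correction for transcript length and GC content, with 3 genes past 1.2-fold. The changes were largest for MT-ND6, with 3853 counts in control and 8618 in YA, MT-ND5, with 21097 and 41639, and MT-ND4, with 50164 and 92248. Nuclear copies of mitochondrial sequence and the unstated use of strand, which matters for MT-ND6, leave some uncertainty in these counts. The 78 nuclear-encoded genes had a median of -0.09 in YA (1.45 percentile), with 2 higher and 10 lower, but the list lay at the 19.53 percentile after the same correction. In OA its median was 0.06 (93.71 percentile).

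For lipid use, the 38 fatty acid oxidation genes had medians of 0.00 in YA (71.89 percentile) and 0.01 in OA (50.08 percentile), both with the sign reversed under TMM scaling. CPT1A had 2214 counts in control, 2205 in YA and 1417 in OA, a fold change of 0.999 in YA (interval 0.941 to 1.06) and 0.762 in OA (0.713 to 0.815). CD36 had 1, 2 and 0 counts and gives no fold change. FABP4 had 16 counts in control, 15 in YA and 2 in OA, at least 4.48-fold lower in OA than in control. The 17 PPAR targets had a median of 0.32 in YA (100 percentile) and 0.02 in OA (54.71 percentile), with ANGPTL4 at 78 counts in control, 267 in YA and 183 in OA. The 26 cholesterol synthesis genes had a median of 0.05 in YA (96.01 percentile) and -0.62 in OA (0.00 percentile), where 24 were at least 1.2-fold lower. HMGCS1 had 3760 counts in control, 3924 in YA and 1043 in OA. Fatty acid synthesis genes had medians of 0.12 in YA (99.43 percentile, or 87.80 for the mean) and -0.16 in OA (0.49 percentile).

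The study also addressed sphingosine-1-phosphate and IL-6 signaling in OA-exposed cells. SPHK1 (ENSG00000176170.13; chromosome 17, 76376584 to 76387860) had 147 counts in control, 80 in YA and 197 in OA. It was 1.60-fold of control in OA (interval 1.28 to 1.99) and 0.546-fold in YA (0.410 to 0.722). IL6 (ENSG00000136244.11; chromosome 7, 22725884 to 22732002) had 5, 10 and 65 counts, a 15.5-fold increase in OA (6.31 to 49.3), while its fold change of 2.01 in YA had an interval from 0.625 to 7.48. STAT3 had 4047, 3855 and 2572 counts, and its fold change in OA was 0.757 (0.720 to 0.796). The study assessed STAT3 by its phosphorylation and IL-6 by its secretion, and mRNA counts measure neither. The 32 genes of sphingosine-1-phosphate and ceramide metabolism had medians of -0.06 in YA (24.73 percentile) and 0.02 in OA (64.99 percentile), and those with a mean of at least 100 lay at the 2.24 percentile in OA. The list of 26 genes called IL-6 and STAT3 targets had medians of 0.10 in YA (99.50 percentile) and 0.18 in OA (99.74 percentile). Its mean in YA lay at the 88.60 percentile. Besides targets it holds members of the pathway itself, such as IL6R, IL6ST, JAK1, JAK2 and STAT3. Some of its genes, among them IL6, LIF, ICAM1 and CEBPD, are also on the TNF and NF-kB list below. The percentiles are therefore not a measure of STAT3 target activity alone.

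**Figure D2:**
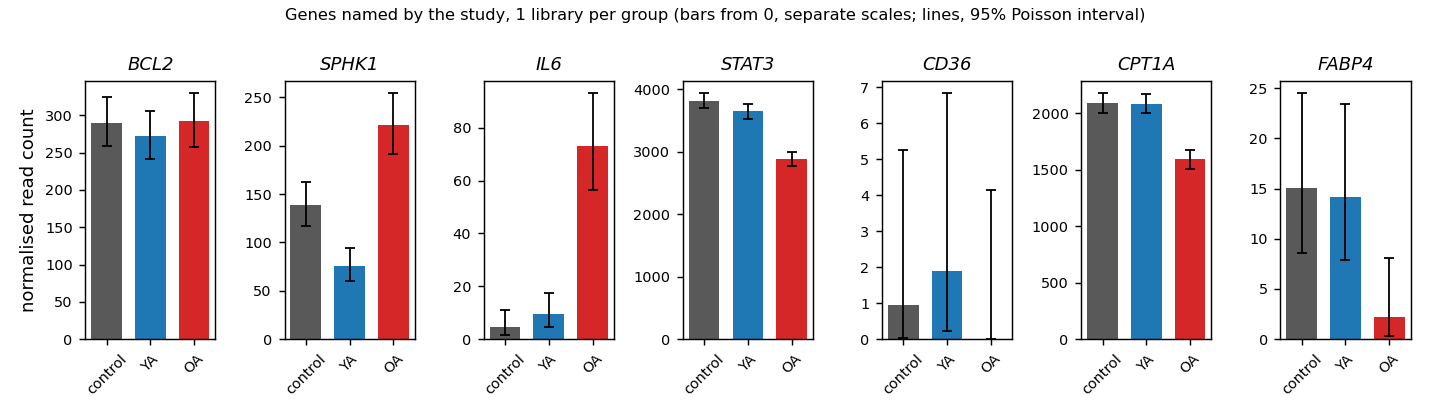
Normalised read counts of the 7 genes named by the study in control, YA and OA, 1 library each; bars start at 0 on separate scales and lines are 95% Poisson intervals of the count. SPHK1 and IL6 were highest in OA, BCL2 differed by less than its interval, and CD36 had at most 2 counts.

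Inflammatory lists were higher in OA. The 50 TNF and NF-kB targets had a median of 0.21 in YA and 0.91 in OA (both at the 100 percentile), with 23 of them at least 1.2-fold higher in YA and 37 in OA. Between YA and OA the median was -0.59 (0.00 percentile). CSF2 had 21 counts in control, 33 in YA and 305 in OA, and IL1B had 154, 109 and 1075. The 84 cytokines and receptors had medians of 0.01 in YA (78.50 percentile) and 0.25 in OA (100 percentile). The 78 cell adhesion molecules had medians of -0.07 in YA (6.56 percentile) and -0.06 in OA (6.0 percentile), with 28 genes higher and 29 lower in OA. Their call in OA depended on the summary, as their mean lay at the 0.17 percentile and their share of higher genes at the 99.90 percentile. The 25 glycolysis genes had medians of 0.01 in YA (83.99 percentile) and 0.14 in OA (96.77 percentile), or the 98.31 percentile in OA without an expression filter.

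Among 28 lists in 3 comparisons, 46 of 84 medians were apart from matched random lists, where 4.2 would be by chance if genes within a list varied independently. The 33 ATF4 stress genes had medians of 0.85 in YA and 0.40 in OA (both at the 100 percentile), and 31 of them were at least 1.2-fold higher in YA. ASNS had 1008 counts in control, 3881 in YA and 2086 in OA. The 42 proliferation genes had medians of 0.12 in YA and 0.30 in OA (both at the 100 percentile). The 32 serum early-response genes had medians of 0.06 in YA (98.49 percentile, or 92.05 among unmatched lists) and -0.44 in OA (0.00 percentile), with FOSB at 3695 counts in control, 10053 in YA and 902 in OA. FOXO targets had medians of 0.09 in YA (98.43 percentile, or 91.83 for the mean) and -0.29 in OA (0.00 percentile). NRF2 targets had medians of -0.01 (68.49 percentile) and 0.24 (100 percentile), and interferon-response genes -0.06 (23.66 percentile) and 0.26 (99.98 percentile), in YA and OA in that order. The 75 cytosolic ribosomal-protein genes had medians of -0.14 in YA and -0.26 in OA (both at the 0.00 percentile). Hypoxia genes had medians of 0.09 in YA (99.11 percentile, or 95.87 with a minimum mean of 100) and 0.00 in OA (43.21 percentile, or 98.68 for the mean), below 0 under both other scalings. Genes of the invasive melanoma state had medians of -0.09 in YA (8.34 percentile) and 0.17 in OA (98.77 percentile). The 5 melanocyte differentiation genes that passed the filter had medians of -0.35 in YA (0.56 percentile) and -0.18 in OA (11.74 percentile), and the 13 histone genes -0.32 (1.41 percentile) and 0.20 (89.55 percentile). The histone list in YA lay at the 3.41 percentile by its mean, and in OA at 0.44 with no filter and 99.33 with a minimum mean of 100. Marker lists were used to look for RNA of cells other than A375. The 8 adipocyte markers had medians of 0.52 in YA (99.93 percentile) and 0.10 in OA (74.36 percentile), and the 13 fibroblast markers 0.13 (93.64 percentile, or 97.94 for the mean) and -0.03 (40.99 percentile).

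**Figure D3:**
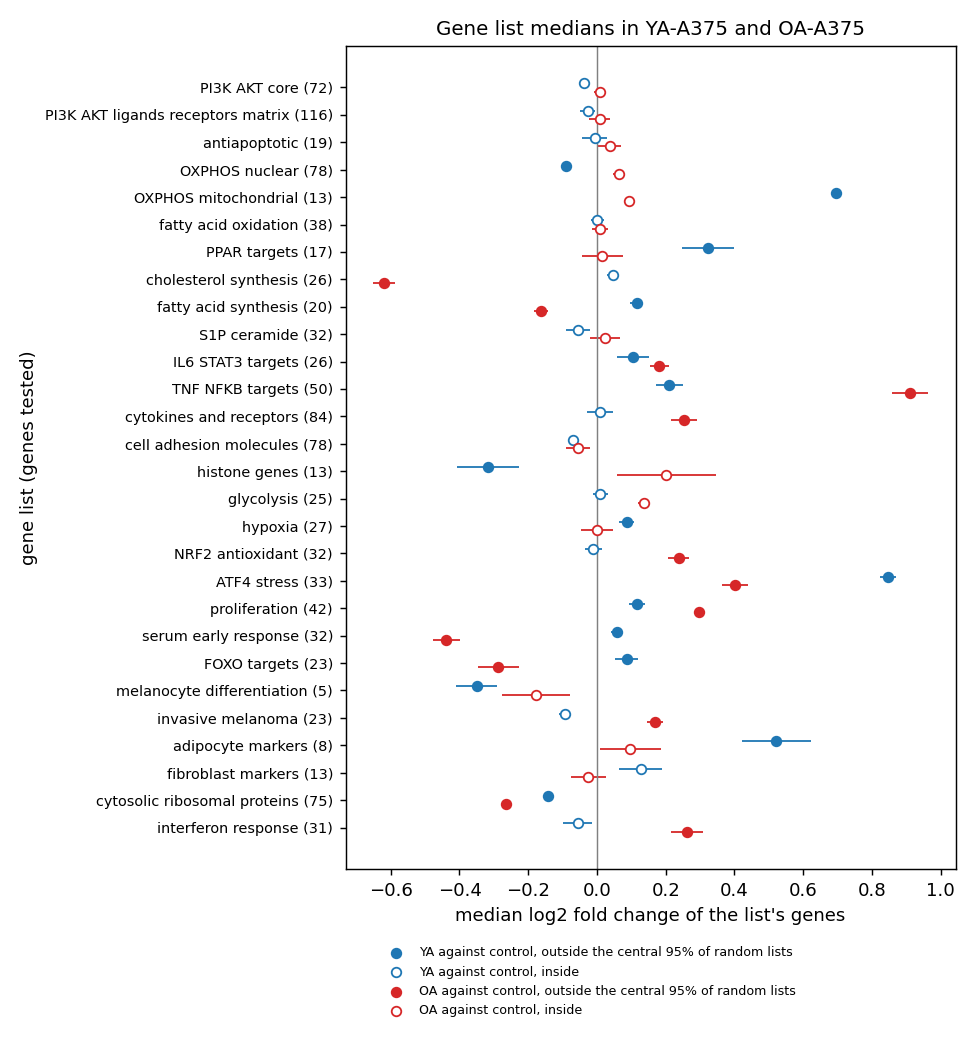
Median log2 fold change (x axis) of each of the 28 gene lists, with the number of genes tested in brackets, for YA (blue) and OA (red) against control; lines are 1 SD of counting error. Filled points lie outside the central 95% of matched random lists, and mitochondrially encoded mRNAs at 0.70 in YA and NF-kB targets at 0.91 in OA are among the furthest from 0.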

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

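The 6 counts of changed genes stayed within 1.5 times their value under TMM scaling, total-count scaling and a pseudocount of 5. All 6 moved with no filter and under the other thresholds, and 4 of the 6 moved with a minimum mean of 100. With no filter, which adds genes with few counts, the numbers higher and lower were 9661 and 9306 in YA against control, 8340 and 10895 in OA against control, and 10917 and 8049 in YA against OA. With a minimum mean of 100, which tests fewer genes, 1404 were higher and 1451 lower in YA against control, 1947 lower in OA against control and 1991 higher in YA against OA, while the genes higher in OA against control and lower in YA against OA stayed within 1.5 times their number. Stricter thresholds lower the counts by construction. At 2-fold there were 310 and 140, 412 and 535, and 639 and 438 in the 3 comparisons in that order. At a log2 fold change of 1.2 there were 174 and 86, 282 and 402, and 441 and 304. With the counting interval wholly beyond 1.2-fold there were 869 and 640, 1303 and 1308, and 1444 and 1301.

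The percentiles of the 28 lists kept their call and their side of the middle of the random lists under TMM scaling, total-count scaling and a pseudocount of 5. Under the other alternatives some changed, and the values below are the new percentiles. Beyond what an alternative's construction shows, the cause was not tested.

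The mean in place of the median changed the side in OA against control for PI3K ligands and matrix (79.10), PPAR targets (32.99), fibroblast markers (86.14) and hypoxia (98.68), and in YA against OA for cell adhesion (98.36) and fatty acid oxidation (37.45). It put apart PI3K core (1.80), antiapoptotic genes (99.99) and cell adhesion (0.17) in OA against control, IL-6 and STAT3 targets (2.11), adipocyte markers (98.85) and antiapoptotic genes (0.04) in YA against OA, and PI3K ligands and matrix (0.03) and fibroblast markers (97.94) in YA against control. It brought inside melanocyte genes in YA against OA (7.08) and, in YA against control, FOXO targets (91.83), IL-6 and STAT3 targets (88.60), fatty acid synthesis (87.80) and histones (3.41).

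A minimum mean of 100 changed the side in OA against control for PI3K ligands and matrix (77.99), sphingosine-1-phosphate genes (2.24), cell adhesion (65.38) and fatty acid oxidation (42.70), in YA against OA for sphingosine-1-phosphate genes (84.79) and fibroblast markers (30.94), and in YA against control for PI3K core (61.07). It put apart histones in OA against control (99.33) and adipocyte markers in YA against OA (98.26), and brought inside hypoxia in YA against control (95.87). No filter changed the side in OA against control for cell adhesion (51.92), fatty acid oxidation (47.76), fibroblast markers (57.01) and histones (0.44), in YA against OA for cell adhesion (87.49) and fibroblast markers (14.68), and in YA against control for PI3K ligands and matrix (54.49). It put apart glycolysis in OA against control (98.31) and adipocyte markers in YA against OA (99.77), and brought inside histones (41.72) and melanocyte genes (6.31) in YA against OA.

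Random lists without matching changed the side of PI3K core (53.64) and PI3K ligands and matrix (53.66) in OA against control, and of PI3K core (49.45) and hypoxia (48.03) in YA against OA. They put apart fibroblast markers in YA against OA (97.54) and brought inside FOXO targets (94.09), fatty acid synthesis (97.11), hypoxia (95.80) and serum early-response genes (92.05) in YA against control.

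The length and GC correction and the share of higher genes were chosen after seeing the data. The correction changed the side in OA against control for mitochondrial OXPHOS (39.68), sphingosine-1-phosphate genes (47.66) and fibroblast markers (53.44). It put apart cell adhesion in OA against control (2.29) and cholesterol synthesis (97.98) and invasive-state genes (2.5) in YA against control, and brought inside nuclear OXPHOS in YA against OA (2.72) and FOXO targets (95.33), nuclear OXPHOS (19.53) and histones (3.18) in YA against control. The share counts only rises, so it does not register falls. It changed the side in OA against control for FOXO targets (58.64), nuclear OXPHOS (22.26), PI3K ligands and matrix (100), cell adhesion (99.90), fatty acid oxidation (9.12), fibroblast markers (51.01), hypoxia (94.68), melanocyte genes (55.71) and serum early-response genes (76.72). In YA against OA it did so for IL-6 and STAT3 targets (90.91), NRF2 targets (50.64), PI3K ligands and matrix (91.16), cell adhesion (100), ribosomal proteins (5.02) and invasive-state genes (82.42), and in YA against control for PI3K ligands and matrix (80.31), cell adhesion (63.16), fatty acid synthesis (43.44) and invasive-state genes (93.17). It brought inside fatty acid synthesis in OA against control (6.60), NF-kB targets (33.70), cytokines (27.03), histones (5.54) and melanocyte genes (15.98) in YA against OA, and FOXO targets (93.15), histones (11.56) and melanocyte genes (24.00) in YA against control.

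The correlation of YA and OA was 0.32 under TMM scaling, a pseudocount of 5 and Spearman's rho, and 0.33 with a minimum mean of 100. Scaling moved no log2 fold change of a named gene beyond its counting interval. A pseudocount of 5 moved 7, all in genes with at most 3 counts in a library. Depth limits the genes with few counts most, such as IL6 and CD36, and variation between cultures was not measured.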

Other observations

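Several tests here were chosen only after the result was seen: the scaling and nuclear OXPHOS tests of the mitochondrial mRNAs, the tests of dilution and neighbouring genes for the genes lost in OA, the length and GC tests of nuclear OXPHOS genes taken alone, of mitochondrial mRNAs and of NF-kB targets, the windows spanning at least 5 Mb, the count of protocadherins, the limits of 8-fold and 50 normalised counts, and the tests of stromal and adipocyte transcripts. The remaining tests were set down before their result was seen.

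TSC22D3, PER1, FKBP5 and SCNN1A were higher in YA than in both other libraries, with a median log2 fold change of 2.98 against control and 2.96 against OA. PER1 had 582 counts in control, 3339 in YA and 610 in OA, and FKBP5 had 649, 2159 and 626. Transcript length and GC content are argued against, since the median of the 4 genes was 2.92 after that correction. Glucocorticoid receptor activity was considered because the study differentiated adipocytes with dexamethasone. The prediction set beforehand was that 16 other target genes would lie above the central 95% of random lists in YA against OA, and it was not met: they lay at the 71.97 percentile, and at 96.02 against control. Their members went both ways, 5 higher and 3 lower than OA by 1.2-fold, so this neither excludes nor favours the hypothesis. cAMP signaling, considered because the differentiation mix held IBMX, met its prediction, with 9 target genes at the 99.99 percentile in YA against control. The same list lay at 99.87 in OA against control. In YA against OA it lay at 66.42 with 3 members higher and 3 lower, so it decides nothing about the difference between secretomes. Carry-over of a differentiation reagent and an effect of donor age cannot be told apart with 1 library each and no measurement of steroid in the medium.

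Mitochondrially encoded mRNAs rose in YA while nuclear-encoded OXPHOS mRNAs did not. A general rise of OXPHOS expression is argued against by the nuclear list at the 1.45 percentile. Length and GC content as the whole cause are argued against, since the median of the mitochondrial list was 0.70 before that correction and 0.86 after it. A scaling effect is argued against because the list stood 0.74 (log2) above matched random lists, a gap that no scaling changes. Incomplete poly(A) selection stays open: the test set beforehand was void, since 1 gene without a poly(A) tail passed the filter, at the 58.80 percentile. The summed counts of 18 such RNAs were 168 in control and 177 in YA, while nuclear rRNA had 42 and 80. Both sums were higher in YA, the first only slightly, so they do not exclude incomplete selection. More mitochondrial transcripts per cell after YA exposure may contribute, but was not tested.

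In OA, 18 genes were at least 8-fold lower than in both other libraries, where those had at least 50 normalised counts, against 0 such genes in YA and 0 in control. These limits leave little room for counting error, and 20 simulations of unchanged libraries with counting error gave at most 0 such genes. Another 15 genes were at least 8-fold higher in OA than in both others, against 2 in YA and 0 in control. Dilution by RNA of other cells is argued against because it lowers all A375 transcripts alike, while 0.312% of tested genes were at least 8-fold lower in OA than in control. The 18 genes lay on 14 chromosomes, and the 10 tested genes on either side of each had a pooled median log2 fold change of -0.0036. That argues against lost chromosome segments around most of the 18 genes, but a loss around a few would not show in a pooled median. A subclone with other chromosome content was tested in windows of 50 neighbouring genes, and the test set beforehand was met: the largest absolute median was 0.66, a fall (-0.66) beyond the highest of 100 shuffles at 0.26 and beyond the -0.58 that a change from 3 to 2 copies gives. A loss of 1 of 2 copies would give -1. That window, on chromosome 5 from 140691426 to 141475947, held 46 clustered protocadherin genes among its 50, with 42 of them lower in OA than in control. These are members of one gene family, so the window does not separate a copy change from regulation of the cluster. Among windows spanning at least 5 Mb the largest median was -0.49, on chromosome 19 from 19785839 to 29698886. It was beyond the shuffles but short of the -0.58 of the test set beforehand. The gene families in that window were not examined, so it does not separate a copy change from regulation of a cluster either. In YA against control the largest window was 0.21, reached by 2 of 100 shuffles. A different chromosome content cannot be told apart from an effect of OA with 1 library and no DNA measurement. For MEGF10, a fall of at least 53.5-fold in 24 h needs a half-life of at most 4.18 h even if synthesis stopped at once. This half-life covers mRNA decay and dilution by cell growth together, so decay alone could be slower. Growth was not measured in these cultures. The limit of 4.18 h lengthens in proportion if the exposure was longer, as the range in the common treatment protocol allows. A culture with another expression state before exposure was not tested and is a candidate explanation, beside a response to OA secretome.

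Ribosomal-protein mRNAs were lower in YA, and length and GC content did not account for it, as the list stayed at the 0.18 percentile after correction. The smaller fall of nuclear OXPHOS mRNAs went to the 19.53 percentile under that correction, so it may reflect transcript properties rather than a pathway. Differences in growth between cultures stay open for both.

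NF-kB targets were higher in OA by a median of 1.88-fold. Length and GC content as the whole cause are argued against, since the median log2 fold change was 0.91 before that correction and 0.87 after it. RNA from stromal or adipose cells is argued against because 8 of their abundant transcripts together stood at 1.18-fold of control, with COL1A2 at 2 counts, COL3A1 at 1 and ADIPOQ at 0 in OA. Leukocytes also make CXCL8, LCN2 and MMP9, and are argued against by 8 leukocyte transcripts at 0.744-fold of control together. LYZ made up most of that sum, with 148 counts in control and 86 in OA, so a small share of leukocytes could be hidden in it, but PTPRC, TYROBP, CD53 and AIF1 had 0 counts in OA. A response of A375 to factors in the OA secretome is a hypothesis consistent with these results; whether it follows donor age or the preparation used was not tested.

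The adipocyte marker list was higher in YA than in control. RNA from adipocytes is argued against because ADIPOQ, FABP4, PLIN1 and CD36 together had 20 counts in control and 22 in YA, 1.10-fold after normalisation. CIDEC, PLIN4 and LIPE rose most, and PLIN4 is also on the PPAR target list, which was higher in YA. A response of A375 to lipid in the secretome is a possible explanation that was not tested. The 8 stromal and adipose transcripts together had 174 counts in control and 378 in YA, 2.18-fold after normalisation. DCN rose most, with 13 counts in control, 138 in YA and 24 in OA. COL1A1 had 75 in control and 117 in YA and LUM 66 and 101, while COL1A2 and COL3A1 had 1 count each in YA. RNA from stromal cells is argued against, because COL1A2 and COL3A1 together rose by 0.802% of the rise of DCN in normalised counts. PDGFRA and MMP2, also fibroblast markers, changed by -1.87 and -0.74 on the log2 scale in YA, while COL6A3 changed by 1.06. Of the 13 fibroblast markers, 5 were at least 1.2-fold higher in YA than in control and 2 were lower, so the list itself does not decide. Regulation of DCN within A375 was not tested.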
